A study of Homo sapiens with 32 samples. Its data were reported in "Spliceosome induction is a druggable dependency of RAS-driven senescence and cancer" (2026).

How the data were processed

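RNA sequencing of 32 libraries was re-analysed, 4 in each of 8 groups of IMR90 or IMR90 ER:RAS fibroblasts collected on day 8. The authors sequenced single-end reads of 50 bp and called bases with CASAVA. Reads were aligned to hg19 with TopHat2 2.0.11 for first-strand libraries on Ensembl genes, and uniquely aligned reads that overlap a gene were counted with featureCounts. The version and the strand setting of that step are not given. The deposited values are counts, whole numbers per gene and library without normalisation, and the authors tested them in DESeq2 1.18.1. The table held 57232 genes, of which 54545 had a symbol and coordinates in the reference annotation and 2687 did not. Total counts per library ran from 23494414 to 57742216. Intervals of counting error were not needed because every group had 4 libraries, and for a count of 0 the floor was 3 counts over the group.

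Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with a minimum count of 10, which left 21132 genes. Libraries were scaled by TMM factors, all 32 were fitted with 1 mean per group in a quasi-likelihood model, and contrasts were tested by the two-sided quasi-likelihood F-test. P-values were adjusted by Benjamini-Hochberg over all genes tested in a comparison, with a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Levels are TMM-scaled counts (CPM). A prior count of 2 was used for log CPM values in the checks of transcript length, library labels and replicate pairing. The log2 fold changes come from the fit at its default setting, without that prior count. The 11 comparisons were induced against uninduced ER:RAS cells, each of doxorubicin, etoposide, palbociclib, irradiation and quiescence against growing cells, uninduced ER:RAS against growing cells, RAS against the mean of the other 4 inducers as a difference of effects, the mean of those 4 against quiescence, palbociclib against the mean of the 3 DNA-damaging treatments, and doxorubicin against etoposide.

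Gene lists (28, with 546 distinct genes, 536 matched to the table) covered the spliceosome and its 7 parts, cell cycle phases, p53 targets, NF-kB cytokines, secreted proteases and growth factors, interferon, ERK, matrix, cholesterol, ribosome biogenesis, RNA polymerase II, nonsense-mediated decay, lysosome, glycolysis, FOXO, histone and mitochondrial genes, and markers of epithelial, endothelial and blood cells. Each list was counted by its called members, over all genes and adjusted over the list alone, and tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Camera was repeated with an estimated correlation, and fry was run beside it. Splicing factors were also tested for RAS minus each other condition and for each inducer minus quiescence. Overlaps were set against independent lists, against 20 simulations of unchanged groups that share controls, and against a split of the growing libraries 2 and 2.

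The genes named are a panel of 26, and, for RAS, the 4 other inducers and quiescence, the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM, a gene symbol that is not a clone name and no overlap between the 2 groups. For the other comparisons they are the 5 largest in each direction, without the last condition where more than 2 groups enter. Up to 2 called members of each list with the largest rise and fall were also named. ESR1 levels in induced cells and the genes set against a mix with uninduced cells were added after their values were seen. The groups, the comparisons, tests, lists, panel, naming rule and the alternative settings below were fixed before the data were examined.

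The alternative settings were RLE factors, library size alone, no filter on low counts, at least 10 CPM in 4 libraries, DESeq2 1.42.0, only the groups compared, the replicate number as a block, thresholds of 0.01 or of 0.05 with a 2-fold change, an estimated correlation, fgsea 1.28.0 in place of camera, and each library left out in turn. After the data were seen, fits without palbociclib library 4, fits without uninduced libraries 3 and 4 and an offset for transcript length were added. The main results keep all 32 libraries. The pipeline was tested on simulated data, with 200 of 20786 genes changed in the libraries of the RAS comparison. It recovered 22%, 50%, 88% and 100% of genes changed 1.25-, 1.5-, 2- and 4-fold, and 3 of 133 calls were false. Replicate pairs were checked for duplicates: none of 48 pairs had identical counts, and the chi-square per degree of freedom ran from 2.7 to 373. Splicing events, isoforms, proteins and the screens of the study cannot be read from counts per gene and were left out.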

Results

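RNA was sequenced from IMR90 cells, a human lung fibroblast line, in 32 libraries that form 8 groups of 4, all collected on day 8. Growing cells in 10% FBS were the controls for cells driven into senescence, a lasting growth arrest, by doxorubicin (0.5 µM for 24 h), etoposide (50 µM for 48 h), palbociclib (1 µM) or irradiation (10 Gy). Doxorubicin and etoposide both block topoisomerase II and leave breaks in DNA, and palbociclib inhibits the cyclin D kinases. Quiescent cells, which stop dividing reversibly, were kept in 0.5% FBS from day 3. The last pair of groups came from IMR90 ER:RAS cells, which carry oncogenic HRAS joined to the hormone-binding part of the estrogen receptor, so that 4-hydroxytamoxifen (100 nM) switches RAS on. Of these groups 1 was uninduced and 1 was induced. Total counts per library ran from 23494414 to 57742216 (median 38852177.5). By group they were 30993536 to 34197523 in growing, 32221620 to 36168157 in quiescent, 30774997 to 53315338 in doxorubicin, 33585980 to 42355613 in etoposide, 23494414 to 42213079 in palbociclib, 35681653 to 46864183 in irradiated, 40171014 to 57742216 in uninduced ER:RAS and 41211067 to 47543611 in induced ER:RAS cells.

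Levels are TMM-normalised CPM (counts scaled by library size), given as mean ± SD (n = 4 libraries per group). Changes are log2 fold changes from edgeR with their standard error (SE), and a gene is said to rise or fall only at a Benjamini-Hochberg adjusted p below 0.05 over the 21132 genes tested. The p-values measure a spread between replicate libraries that is estimated per gene over all 8 groups, not only over the groups compared. The study calls its in vitro replicates independent experiments in general. For RNA sequencing on day 8 it states only that 4 replicates were included. Floors and counting limits cover counting error only. For each gene named among the 10 largest rises or falls with an inducer or in quiescence, all 4 libraries of 1 group lay beyond all 4 of the other. Antisense, overlapping and paralogous genes are less certain than the rest, because the strand setting of the counting is not given.

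The 5 ways of inducing senescence and quiescence each moved a large part of the transcriptome. Induced RAS changed 8869 genes (4453 higher, 4416 lower), doxorubicin 8232 (4284 higher, 3948 lower), etoposide 9064 (4685 higher, 4379 lower), palbociclib 9596 (5299 higher, 4297 lower), irradiation 7215 (3695 higher, 3520 lower) and quiescence 7741 (3722 higher, 4019 lower). At least 2-fold changes were seen for 2689, 2441, 2841, 2900, 1753 and 1923 of these genes in the same order. The share of genes whose 2 groups did not overlap was 46.0%, 52.0%, 53.6%, 34.4%, 42.1% and 49.7%, where 2.86% is expected from chance. With only the 2 groups compared in each fit, the counts were 10234, 11704, 12082, 4600, 9299 and 11281, palbociclib being lowest. In the main fit the palbociclib tests use a spread shared with groups whose libraries vary less. The 9596 genes are therefore no evidence that palbociclib had the largest response. With library size as the only scaling, the median of all genes moved from −0.04 to −0.17 in the RAS comparison. The share of changed genes that were higher went from 50.2% to 34.6% with RAS, from 55.2% to 36.8% with palbociclib, from 51.2% to 36.2% with irradiation and from 48.1% to 37.7% in quiescence. Directions below are relative to the TMM scaling, under which the median gene stayed near 0.

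**Figure D1:**
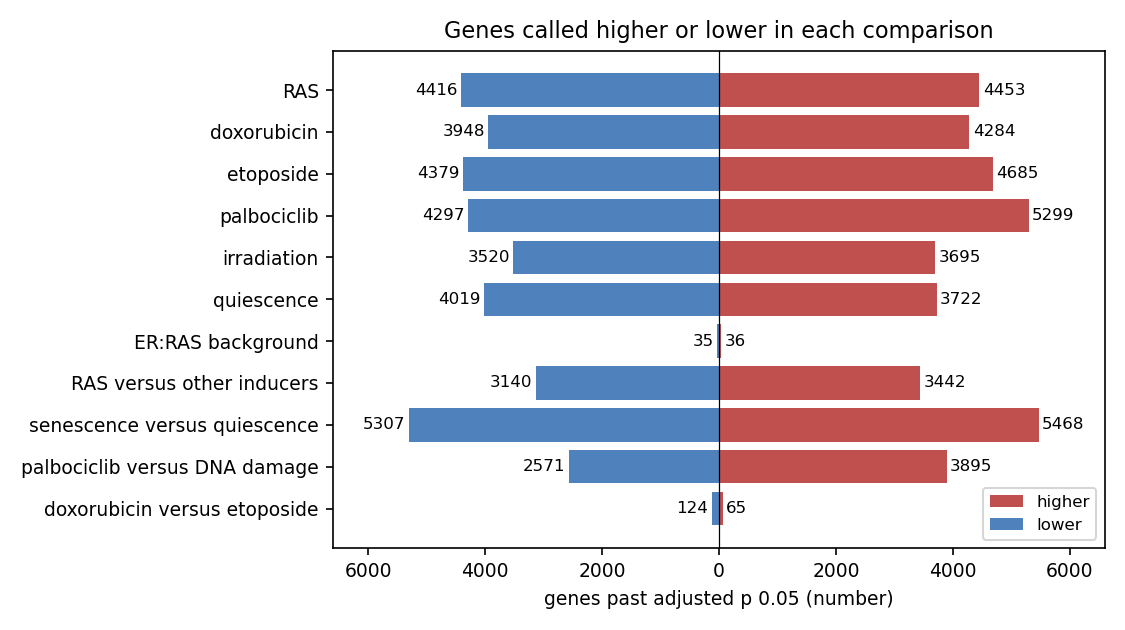
Number of genes higher and lower at a Benjamini-Hochberg adjusted p below 0.05 (edgeR, 4 libraries per group, 21132 genes tested) in each comparison. The 5 senescence comparisons and quiescence each hold 7215 to 9596 genes, whereas the 2 growing lines differ by 71.

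The RAS comparison, induced against uninduced ER:RAS cells, asked which transcripts move when oncogenic RAS drives fibroblasts into senescence. Only the induced cells received 4-hydroxytamoxifen, and no group had the drug without RAS. Effects of the drug and of RAS therefore cannot be told apart in any comparison with induced cells. The paper reports no effect of the drug on control cells with an empty vector. Messengers of inflammation made up most of the largest rises. IL1B, a cytokine that starts inflammatory signalling, went from 0.187 ± 0.0581 to 169 ± 8.31 CPM (log2 change 9.78, SE 0.22), and the neutrophil attractant CXCL8 went from 0.629 ± 0.185 to 512 ± 28.1 CPM (9.69, SE 0.24). The chemokines CXCL3 and CXCL1 reached 42.2 ± 4.1 and 108 ± 11 CPM (9.74 and 9.44), the cytokine TNFSF15 106 ± 7.29 CPM (9.50, SE 0.26) and IL1A 24.1 ± 0.68 CPM (8.79, SE 0.27). Another 4 of the 10 largest rises had only 1 to 3 counts over the 4 uninduced libraries, where 3 counts correspond to 0.0153 CPM. They were CSF3, a granulocyte growth factor (2 counts; 14.3 ± 2.57 CPM when induced), the chemokine CCL20 (1 count; 8.16 ± 0.755 CPM), the skin protein LCE1F (2 counts; 19.1 ± 1.77 CPM) and the protease inhibitor CST1 (3 counts; 8.2 ± 0.836 CPM).

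The largest falls with RAS were PLIN4, which coats lipid droplets (−4.45, SE 0.29), the keratin KRT19, from 39.1 ± 3.38 to 2.52 ± 0.199 CPM (15.5-fold lower), and the growth factor GDF5, from 30.9 ± 2.91 to 2.21 ± 0.275 CPM (−3.80, SE 0.11). TENT5B, RGS7, CRHBP, ADAMTS15, HTR2B, NGF and PPL followed, with log2 changes of −3.67 to −3.38. IL1B (ENSG00000125538) lies on chromosome 2 from 113587328 to 113594393 in hg19, CXCL8 (ENSG00000169429) on chromosome 4 from 74606236 to 74609433 and KRT19 (ENSG00000171345) on chromosome 17 from 39679869 to 39684560.

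Among the genes named in advance, the inhibitors of the cell cycle rose with RAS. CDKN2B went from 16.5 ± 0.894 to 319.7 ± 13.7 CPM (19.4-fold), CDKN1A, the p21 gene and a p53 target, from 540.3 ± 29.8 to 1232 ± 22.7 CPM (1.19, SE 0.05) and CDKN2A from 50.1 ± 9.13 to 111 ± 5.27 CPM (1.15, SE 0.19). LMNB1, which encodes a protein of the nuclear lamina and is low in senescent cells, fell from 80.8 ± 5.01 to 13.7 ± 1.07 CPM (−2.56, SE 0.14), and the proliferation marker MKI67 from 140.5 ± 44.8 to 29.2 ± 3.21 CPM (−2.27, SE 0.19). Secreted products rose too: IL6 by 4.80 (SE 0.17), GDF15 by 4.02 (SE 0.11) and the matrix protease MMP3, from 1.28 ± 0.26 to 239.5 ± 17.7 CPM (7.53, SE 0.16). HRAS rose from 429 ± 18.5 to 972 ± 28.3 CPM (1.18, SE 0.07), and its reads include those of the introduced gene. The transcription factor genes BHLHE40 and RELA rose by 1.54 (SE 0.08) and 0.24 (SE 0.10), the latter at an adjusted p of 0.045. Of the remaining panel genes, SERPINE1 reached 1163 ± 52.7 from 724.7 ± 72.2 CPM, and SUPT5H and CHD4 rose by 0.52 (SE 0.11) and 0.36 (SE 0.08).

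**Figure D2:**
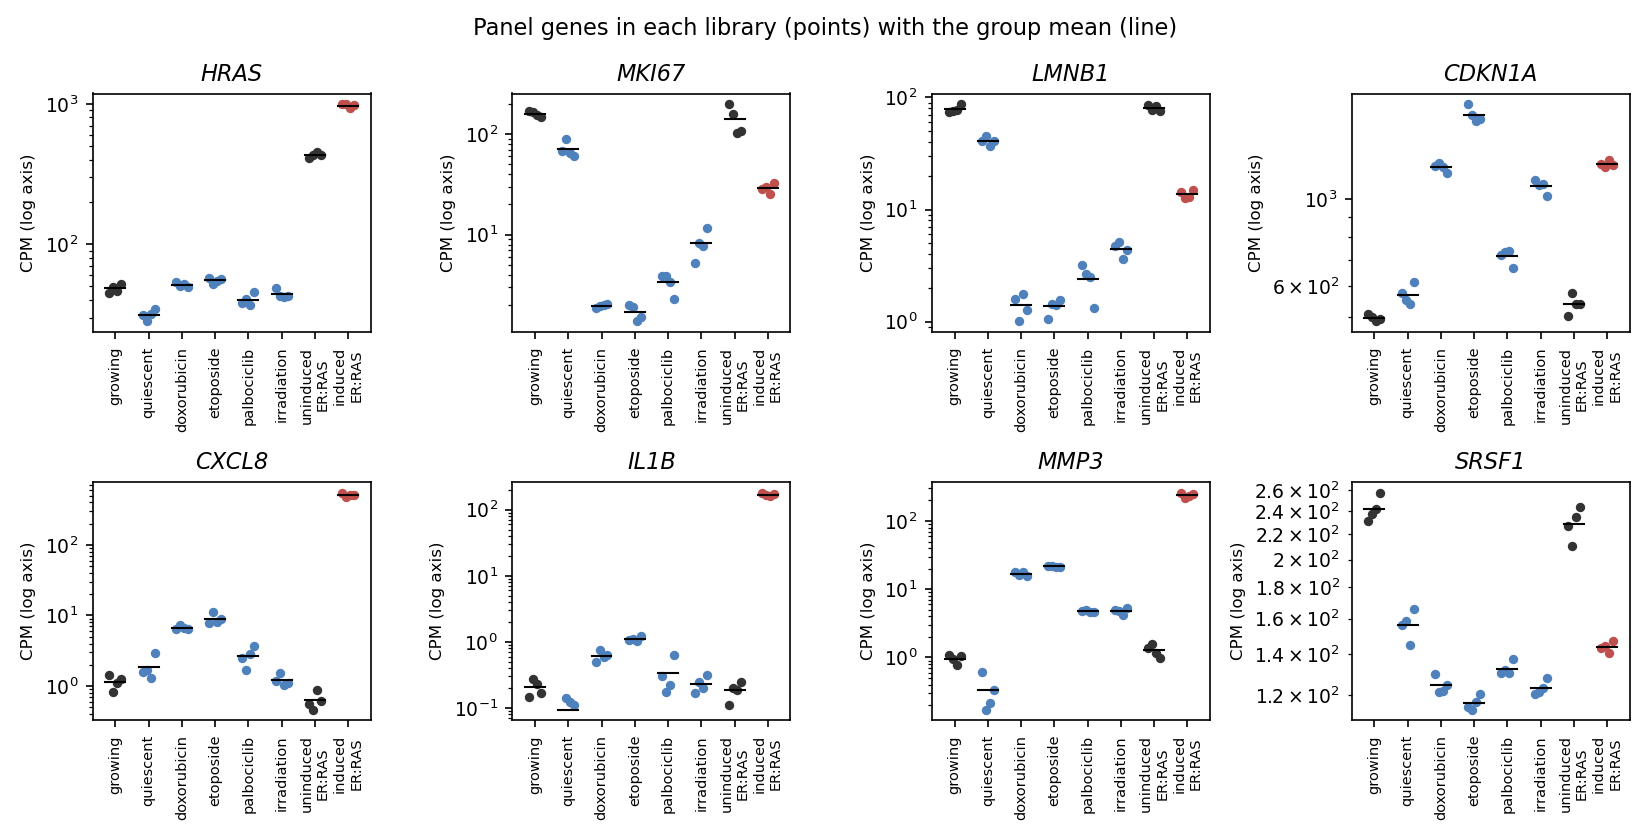
Level of 8 genes of the panel in CPM on a log axis, 1 point per library and a line at the mean of each group (n = 4). Induced RAS libraries sit near 512 CPM for CXCL8 and 169 CPM for IL1B, and the 4 other senescence groups have the lowest MKI67 and LMNB1.

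Proliferation genes fell with RAS. Of the 42 measured S phase genes, which serve DNA replication, 40 fell and none rose (40 and 1 adjusted over the list alone), among them CDCA7 (−3.11, SE 0.18) and E2F8 (−2.99, SE 0.25). Of the 54 genes of G2 and mitosis, 50 fell and none rose (52 and 0 adjusted over the list alone), among them HMGB2 (−2.76, SE 0.16) and CENPA (−2.61, SE 0.15). The list medians were −1.73 and −1.99, and camera, which compares a list with all other genes, called both (adjusted p = 1.56e-45 and 3.92e-59, and adjusted p = 5.79e-06 and 1.35e-06 with an estimated correlation). In the uninduced group the libraries 3 and 4 stood apart from 1 and 2 with a relative excess of short transcripts (0.33 and 0.22 on the log2 scale, shortest minus longest 20% of genes), and MKI67 had its widest spread there.

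Inflammatory and secreted factors moved together. All 19 measured NF-kB cytokines and chemokines rose (also 19 adjusted over the list alone) with a median of 6.85, which CSF3 and CCL20 both exceed even at the floor (camera adjusted p = 2.57e-87, and adjusted p = 5.07e-12 with an estimated correlation). Of the 23 measured proteases and growth factors of the senescence-associated secretory phenotype (SASP), 22 rose, including MMP3 and the growth factor AREG (7.49, SE 0.26), and 1 fell, the protease inhibitor TIMP2 (−0.30, SE 0.08). The counts adjusted over the list alone were the same (camera adjusted p = 3.68e-72, and adjusted p = 9.08e-12 with an estimated correlation). ERK pathway targets, a readout of RAS signalling, had 15 of 18 members higher and 1 lower (17 and 1 adjusted over the list alone), from DUSP6 (3.20, SE 0.07) and IER3 (2.97, SE 0.15) to FOSL1 (−1.16, SE 0.12). Their test gave camera adjusted p = 1.28e-15 (adjusted p = 2.07e-06 with an estimated correlation). Of 25 p53 targets 14 rose and 1 fell (15 and 1 adjusted over the list alone). GDF15 and PLK3 (1.54, SE 0.07) rose and the repair gene DDB2 fell by 0.21 (SE 0.06) on the log2 scale (camera adjusted p = 3.17e-07, and adjusted p = 0.014 with an estimated correlation).

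Splicing factor mRNAs shifted slightly downward with RAS. Of 130 measured factors 53 fell, 4 rose and 73 were not called (53 and 4 adjusted over the list alone), with a median of −0.16. The falls were most frequent among the hnRNP proteins, which coat newly made RNA: 23 of 25 fell and none rose, also adjusted over the list alone, led by HNRNPD (−1.06, SE 0.09) and RBMX (1.91-fold lower). Of the 19 SR proteins and their partners, which mark exons, 9 fell, among them SRSF3 (−0.80, SE 0.08) and SRSF1 (−0.67, SE 0.05), and SRPK1 rose by 0.28 (SE 0.06). Camera called the whole list (adjusted p = 0.00101), the hnRNP proteins (adjusted p = 2.79e-08) and the SR proteins (adjusted p = 0.0244). With an estimated correlation it called only the hnRNP proteins (adjusted p = 0.031 with an estimated correlation, against 0.212 for the whole list and 0.348 for the SR proteins).

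In the core of the spliceosome, among 23 U2 snRNP and branch-site factors 6 fell, including SF3A2 (−0.62, SE 0.12) and U2AF1 (−0.50, SE 0.07), and SF3B1 was not called (371.1 ± 12.7 against 317 ± 36.3 CPM; 0.23, adjusted p = 0.2). Of the 17 tri-snRNP proteins 5 fell and PRPF4 rose by 0.37 (SE 0.09). Of 14 Sm and LSm proteins 7 fell, and of 8 U1 proteins only SNRPA fell (−0.88, SE 0.08). Of 24 Prp19 complex and catalytic-step factors SLU7 and BCAS2 rose while SNW1 and PRPF19 fell. Adjusted over the list alone these counts were the same, except for the Prp19 list with 1 rise and 1 fall. Camera called none of the 5 lists (adjusted p from 0.144 to 0.894). RBM39, CWC22, XAB2, PUF60, SF3B4, DHX15 and SNU13 were not called, with log2 changes between −0.18 and 0.12, the nearest to the threshold being SF3B4 (adjusted p = 0.0528). The spread in these tests is estimated over all 32 libraries. Among them is palbociclib library 4, with SF3B1 at 163 CPM against 337 to 361 in its mates. A missing call here is therefore no evidence of an unchanged level.

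Outside the spliceosome, of 19 cholesterol synthesis genes 17 fell, also adjusted over the list alone, for example MVK (−1.31, SE 0.09) and LSS (−1.26, SE 0.16), with camera adjusted p = 2.11e-06 (adjusted p = 0.0312 with an estimated correlation). Of 21 lysosomal genes 10 rose and 2 fell (11 and 2 adjusted over the list alone), among them NPC1 (2.13, SE 0.16) and the protease CTSB (1.06, SE 0.07), with camera adjusted p = 0.0416 (adjusted p = 0.481 with an estimated correlation). Extracellular matrix and contractile genes went both ways, with 15 of 23 higher, such as POSTN (2.25, SE 0.12), and 4 lower, such as DCN (−1.12, SE 0.06). Interferon-stimulated genes did so too: CXCL10 rose by 6.16 (SE 0.31) while IFIT2 and IFIT1 fell by 1.99 and 1.66 on the log2 scale, with 8 of 22 higher and 5 lower. Neither list was called by camera (adjusted p = 0.0731 and 0.671).

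The other lists were not called by camera in the RAS comparison, apart from the epithelial markers (adjusted p = 9.61e-05, and adjusted p = 0.00682 with an estimated correlation), where 3 of 6 measured genes fell, KRT19 and the junction gene CLDN4 (−2.38, SE 0.14) among them. The members called were 8 higher and 5 lower of 22 ribosome biogenesis genes, 8 higher and 3 lower of 27 genes of RNA polymerase II and its elongation factors, and 3 higher of 10 factors of nonsense-mediated decay. They were also 7 higher and 2 lower of 19 glycolysis genes, 3 higher and 6 lower of 14 serum-withdrawal and FOXO genes, 4 higher and 1 lower of 8 replication-dependent histones and 8 higher of 13 mitochondrially encoded mRNAs. Of these, HK2, which starts glycolysis, rose by 2.92 (SE 0.14) and the elongation kinase partner CCNT1 by 0.69 (SE 0.15). Endothelial and blood cell markers each had 3 measured genes and 1 called, TEK (0.86, SE 0.18) and PTPRC, the latter with 6 counts over the uninduced libraries. Without palbociclib library 4, which enters the spread shared by all groups, the RAS comparison called 11939 genes.

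**Figure D3:**
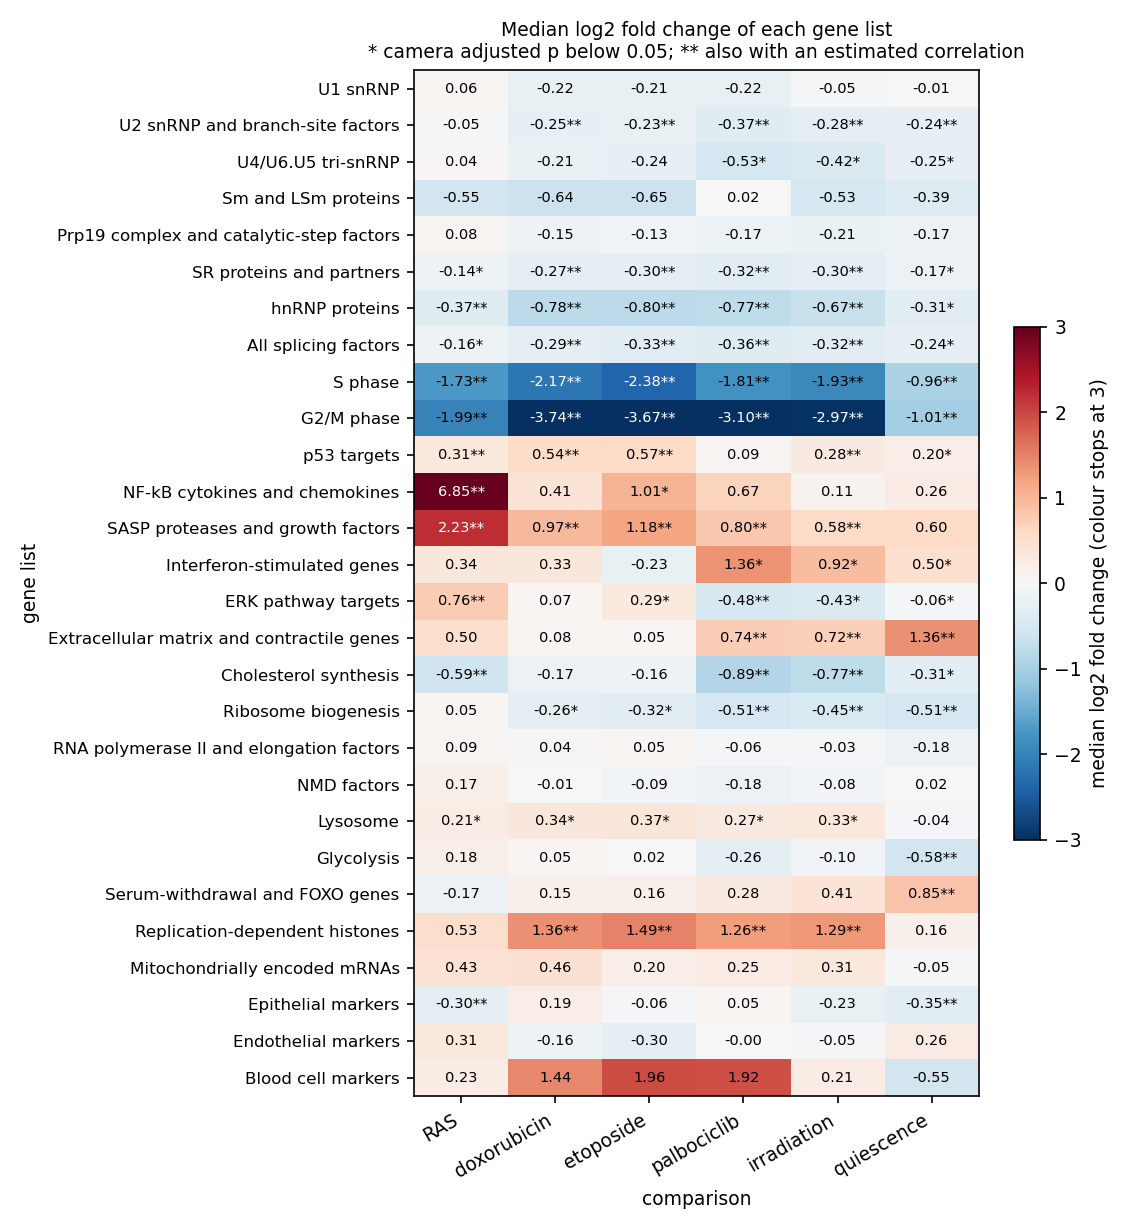
Median log2 fold change of each of the 28 gene lists (lines of the heat map) in the 6 comparisons with a control (columns); colours stop at 3, 1 star marks a camera adjusted p below 0.05 and 2 stars mark lists that also pass with an estimated correlation. NF-kB cytokines reach 6.85 with RAS, and the G2 and mitosis genes run from −1.01 in quiescence to −3.74 with doxorubicin.

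Doxorubicin against growing cells asked what a DNA-damaging drug changes when it drives the cells into senescence. The largest rises were CDH10, an adhesion protein (0.0508 ± 0.0134 to 1.99 ± 0.11 CPM; 5.20, SE 0.28), the kinesin KIF1A (32-fold higher) and ANKRD1, a stress-responsive cofactor (0.722 ± 0.308 to 18.2 ± 1.23 CPM; 4.66, SE 0.21). Cyclin CCND2 rose from 15.2 ± 0.587 to 265 ± 6.34 CPM (4.12, SE 0.09) and MMP3 from 0.965 ± 0.14 to 16.7 ± 1.13 CPM (4.11, SE 0.15), followed by the sulfatase SULF2 (4.07, SE 0.17), VAV3, TYRP1, PEG3 and ENPP4 (3.40 to 3.97). Most of the 10 largest falls are genes of cell division. MKI67 went from 159 ± 9.43 to 1.98 ± 0.0875 CPM (−6.33, SE 0.24), LMNB1 from 78.4 ± 5.93 to 1.40 ± 0.332 CPM (−5.78, SE 0.18). MYBL2, TROAP, KIF20A, KIF2C, UBE2C, NEK2, PBK and DLGAP5 had log2 changes of −5.90 to −5.26.

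With doxorubicin 53 of the 54 G2 and mitosis genes fell and RANGAP1 rose by 0.26 (SE 0.05), with a median of −3.74, and 41 of the 42 S phase genes fell, with a median of −2.17. Both lists were called with either correlation (camera adjusted p = 1.57e-195 and 3.17e-93, and adjusted p = 1.58e-10 and 7e-08 with an estimated correlation), and adjusted over the list alone the falls numbered 53 and 42. Of 25 p53 targets 17 rose and 3 fell, also adjusted over the list alone. GDF15 by 2.22 (SE 0.10) and CDKN1A by 1.28 (SE 0.05) rose, while DDB2 (−0.60, SE 0.06) and BAX (−0.37, SE 0.11) fell (camera adjusted p = 1.85e-06, and adjusted p = 0.0186 with an estimated correlation). SASP proteases and growth factors had 18 of 23 higher, such as ANGPTL4 (3.00, SE 0.12), and HGF lower (−0.77, SE 0.11), with camera adjusted p = 8.35e-15 (adjusted p = 6.66e-05 with an estimated correlation). NF-kB cytokines were not called as a list (8 of 19 higher, 2 lower; adjusted p = 0.177), although CXCL8 rose from 1.16 ± 0.249 to 6.70 ± 0.498 CPM.

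Of the 130 splicing factors 72 fell and only SNU13 rose (0.30, SE 0.08) with doxorubicin (74 and 1 adjusted over the list alone), with a median of −0.29 and camera adjusted p = 9.69e-12 (adjusted p = 0.00765 with an estimated correlation). HNRNPA1 (−1.31, SE 0.07), HNRNPD (−1.26, SE 0.09), SRSF1 (−0.96, SE 0.05) and U2AF1 (−0.83, SE 0.07) were among the falls, and 24 of 25 hnRNP genes fell, also adjusted over the list alone (camera adjusted p = 2.77e-22, and adjusted p = 0.00043 with an estimated correlation). Replication-dependent histones, whose transcripts normally lack a poly(A) tail, had 6 of 8 members higher and 1 lower, led by H4C8 (2.23, SE 0.12) (adjusted p = 4.85e-05, and adjusted p = 0.0101 with an estimated correlation). A share of counts was taken over small nuclear, small nucleolar, ribosomal and miscellaneous RNA genes (7SK among them) and mitochondrial rRNA and tRNA genes. It was 1.03 to 1.14% with doxorubicin, 0.905 to 1.01% with etoposide and 0.861 to 1.01% after irradiation. In growing cells it was 0.605 to 0.708% and in quiescent cells 0.462 to 0.488%. Mitochondrial and nuclear genes were not told apart in this share. It was 0.711 to 0.777% in palbociclib libraries 1 to 3 and 1.64% in library 4, and 0.817 to 0.909% in uninduced and 0.919 to 1.01% in induced ER:RAS cells. Lysosomal genes rose in 12 of 21 cases with 1 fall (13 and 1 adjusted over the list alone), including FUCA1 (1.54, SE 0.07); camera called them (adjusted p = 0.000307), though not with an estimated correlation (adjusted p = 0.2). Without palbociclib library 4 the count of doxorubicin genes was 11263.

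Etoposide against growing cells addressed the same question with another topoisomerase drug. ANKRD1 rose to 19.8 ± 1.98 CPM (4.78, SE 0.21), MMP3 to 21.6 ± 0.474 CPM (4.48, SE 0.15), the signalling exchange factor VAV3 by 4.12 (SE 0.31) and SULF2 by 4.00 (SE 0.17). The complement gene C3 (3.42, SE 0.19), the lipase inhibitor ANGPTL4 (5.80 ± 0.663 to 60.6 ± 3.16 CPM), the peptide hormone genes CCK and KISS1 (3.68 and 3.36), C11orf96 and ENPP4 completed the 10 largest rises. MKI67 (−6.54, SE 0.24), KIF20A (−5.98, SE 0.14), LMNB1 (−5.83, SE 0.18) and MYBL2 (−5.78, SE 0.20) led the falls, with the mitotic genes DLGAP5, KIF2C, BUB1, PBK, CKAP2L and UBE2C at −5.77 to −5.41.

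Etoposide lowered 53 of the 54 G2 and mitosis genes (median −3.67) and 40 of the 42 S phase genes (median −2.38), and RANGAP1 alone rose (0.47, SE 0.05); adjusted over the list alone 53 and 41 fell. Camera called both (adjusted p = 4.85e-174 and 4.33e-86, and adjusted p = 2.11e-10 and 7.65e-08 with an estimated correlation). It raised 20 of 25 p53 targets and lowered DDB2 (20 and 3 adjusted over the list alone). GDF15 at 2.83 (SE 0.10) and CDKN1A, from 497.6 ± 8.9 to 1644 ± 74.1 CPM, led the list (adjusted p = 1.48e-10, and adjusted p = 0.00268 with an estimated correlation). SASP proteases and growth factors were higher in 19 of 23 cases and lower in 1, also adjusted over the list alone (adjusted p = 1.37e-20, and adjusted p = 4.97e-06 with an estimated correlation). NF-kB cytokines had 10 of 19 higher and 2 lower (11 and 2 adjusted over the list alone), with CXCL8 at 2.96 (SE 0.21) and the inhibitor NFKBIA at −0.50 (SE 0.12). ERK targets had 8 of 18 higher and 3 lower (10 and 3 adjusted over the list alone). Both calls (adjusted p = 0.0111 and 0.0236) were lost (adjusted p = 0.107 and 0.107 with an estimated correlation).

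Splicing factors fell in 74 of 130 cases with etoposide, and SNU13 (0.29, SE 0.08) and PRPF6 (0.18, SE 0.05) rose (80 and 2 adjusted over the list alone). The median was −0.33 and camera adjusted p = 5.65e-11 (adjusted p = 0.00724 with an estimated correlation). HNRNPA1 (−1.47, SE 0.07), HNRNPD (−1.38, SE 0.09) and SRSF1 (−1.06, SE 0.05) led the 23 of 25 hnRNP genes and 12 of 19 SR genes that fell (23 and 13 adjusted over the list alone). Histones had 6 of 8 members higher (adjusted p = 8.21e-06, and adjusted p = 0.00593 with an estimated correlation), and lysosomal genes 13 of 21 (adjusted p = 0.000501, and adjusted p = 0.185 with an estimated correlation), both also adjusted over the list alone. Without palbociclib library 4 the etoposide comparison held 12019 genes.

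Palbociclib against growing cells asked what a cell cycle block without a DNA-damaging agent changes. MGP, an inhibitor of calcification in the matrix, rose from 0.485 ± 0.149 to 15.8 ± 6.85 CPM (5.02, SE 0.27). The hyaluronan-binding CEMIP rose from 42 ± 6.02 to 636 ± 249 CPM (3.92, SE 0.25) and the adhesion molecule VCAM1 from 9.54 ± 2.1 to 129.9 ± 24.3 CPM (3.77, SE 0.24). ALKAL1, PAPPA2, FGL2, the matrix protease ADAMTS8, the protease inhibitor A2M, the complement gene C7 and the growth factor FGF9 rose by 3.52 to 4.08. Falls were again led by MKI67 (159 ± 9.43 to 3.39 ± 0.756 CPM; −5.54, SE 0.23), KIF20A (−5.45, SE 0.13), DLGAP5 (−5.01, SE 0.12) and LMNB1 (32-fold lower), with MYBL2, TMSB15A, FAM111B, KIF2C, SAPCD2 and DEPDC1B at −4.91 to −4.58. Library 4 stood apart from libraries 1 to 3, with 2446 of 9458 well-expressed genes more than 2-fold from their mates, a relative excess of short transcripts of 1.13 and snRNA genes higher by a median of 3.89 (15 genes). This widens the SD of the palbociclib values. CDKN2A, for example, was 53 to 56.7 CPM in libraries 1 to 3 and 139 CPM in library 4.

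All called S phase and G2 and mitosis genes fell with palbociclib (40 of 42 and 53 of 54, the same adjusted over the list alone, medians −1.82 and −3.10), with camera adjusted p = 2.14e-70 and 8.74e-163 (adjusted p = 1.37e-06 and 1.92e-09 with an estimated correlation). Extracellular matrix and contractile genes rose in 19 of 23 cases and only COL6A3 fell (20 and 1 adjusted over the list alone). Elastin, ELN, rose by 3.04 (SE 0.27) and smooth muscle actin, ACTA2, by 2.23 (SE 0.07) (adjusted p = 6.32e-16, and adjusted p = 0.000713 with an estimated correlation). Interferon-stimulated genes rose in 18 of 22 cases (21 adjusted over the list alone) with a median of 1.36, and only OAS3 fell. OAS1 rose by 3.78 (SE 0.56) and CXCL10 by 3.27 (SE 0.39). Camera called the list (adjusted p = 2.12e-06), though not with an estimated correlation (adjusted p = 0.134). SASP proteases and growth factors had 14 of 23 higher and 2 lower (14 and 3 adjusted over the list alone), IGFBP3 leading with 2.83 (SE 0.10) and STC1 falling by 1.22 on the log2 scale (adjusted p = 2.52e-08, and adjusted p = 0.0019 with an estimated correlation). The p53 targets were not called (9 of 25 higher, 5 lower, adjusted p = 0.558). CDKN1A rose by 0.52 (SE 0.05) and AEN fell by 0.93 on the log2 scale.

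Biosynthetic groups fell with palbociclib. All 17 called of 19 cholesterol genes were lower, led by INSIG1 (−1.41, SE 0.07) and HMGCS1 (−1.34, SE 0.11). So were all 19 called of 22 ribosome biogenesis genes (21 adjusted over the list alone), led by FBL (−1.29, SE 0.09). Camera called both (adjusted p = 1.65e-12 and 4.26e-07, and adjusted p = 0.00233 and 0.0198 with an estimated correlation). ERK targets had 11 of 18 lower and 4 higher (12 and 4 adjusted over the list alone), with ETV4 (−1.32, SE 0.08) and EGR1 (−1.22, SE 0.08) lowest (adjusted p = 0.00188, and adjusted p = 0.0235 with an estimated correlation). Of 130 splicing factors 81 fell and 7 rose (83 and 7 adjusted over the list alone), with a median of −0.36 and camera adjusted p = 3.38e-13 (adjusted p = 0.00283 with an estimated correlation). HNRNPD (−1.30, SE 0.09) and SF3B3 (−1.07, SE 0.16) fell, and SNRNP27 (0.78, SE 0.21) and SYF2 (0.58, SE 0.17) rose. Histones (6 of 8 higher, 1 lower) and lysosomal genes (13 of 21 higher, 1 lower) were called, both counts also adjusted over the list alone, the second not with an estimated correlation (adjusted p = 0.0186 and 0.348 with an estimated correlation). The count of 9596 genes was 4600 when only the palbociclib and growing libraries were fitted and 6343 with a filter of 10 CPM.

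Irradiation against growing cells asked what ionising damage changes. The complement gene C7 went from 0.363 ± 0.115 to 4.64 ± 0.627 CPM (3.66, SE 0.25) and CEMIP from 42 ± 6.02 to 493 ± 77.6 CPM (3.56, SE 0.25), and the membrane protein genes TMEM176A and TMEM176B rose by 3.60 and 3.42. A2M, FGF9, the oxygenase FMO2, SULF2, ADAMTS8 and PARM1 rose by 3.27 to 3.55. MKI67 fell from 159 ± 9.43 to 8.24 ± 2.63 CPM (−4.26, SE 0.21), LMNB1 from 78.4 ± 5.93 to 4.47 ± 0.657 CPM (−4.13, SE 0.16). The mitotic genes KIF2C, CDC20, KIF20A, NCAPH, ASPM, TROAP and PLK1 had log2 changes of −4.21 to −3.96. The pseudogene CDC20P1 fell by 4.54 on the log2 scale, and its reads can be shared with CDC20. Irradiated library 1 stood apart from its mates with an excess of short transcripts of 0.45.

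With irradiation 41 of the 42 S phase genes (median −1.93) and 53 of the 54 G2 and mitosis genes (median −2.97) fell and none rose, also adjusted over the list alone (camera adjusted p = 3.51e-83 and 3.97e-181, and adjusted p = 1.28e-07 and 1.67e-10 with an estimated correlation). Of 25 p53 targets 13 rose and 3 fell (14 and 3 adjusted over the list alone), GDF15 by 1.32 (SE 0.10) and CDKN1A by 1.12 (SE 0.05) among the rises (adjusted p = 6.52e-06, and adjusted p = 0.0233 with an estimated correlation). SASP proteases and growth factors had 15 of 23 higher, such as MMP3 (2.32, SE 0.16) and IGFBP7 (1.84, SE 0.13), and 4 lower, such as STC1 (−0.83, SE 0.09), also adjusted over the list alone (adjusted p = 2.59e-08, and adjusted p = 0.00213 with an estimated correlation). Matrix and contractile genes had 20 of 23 higher and COL6A3 lower, also adjusted over the list alone, with ACTA2 at 1.57 (SE 0.07) (adjusted p = 4.89e-13, and adjusted p = 0.00213 with an estimated correlation).

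Cholesterol synthesis fell in 17 of 19 genes with irradiation (18 adjusted over the list alone), with INSIG1 at −1.47 (SE 0.07). Ribosome biogenesis did in 21 of 22, with FBL at −1.09 (SE 0.09), and neither list had a rise (adjusted p = 8.75e-13 and 1.48e-06, and adjusted p = 0.00213 and 0.0233 with an estimated correlation). Interferon-stimulated genes rose in 14 of 22 cases and OAS3 fell (15 and 2 adjusted over the list alone). Lysosomal genes rose in 15 of 21 (16 adjusted over the list alone) and ERK targets fell in 12 of 18 with 3 rises. These 3 camera calls (adjusted p = 0.00896, 6.37e-05 and 0.0263) were lost (adjusted p = 0.431, 0.104 and 0.104 with an estimated correlation). Of the 130 splicing factors 76 fell and 3 rose (79 and 3 adjusted over the list alone), with a median of −0.32. HNRNPD was at −1.21 (SE 0.09), HNRNPM at −1.10 (SE 0.10) and SRSF1 at −0.97 (SE 0.05) (adjusted p = 3.04e-13, and adjusted p = 0.00252 with an estimated correlation). Histones were higher in 6 of 8 cases and lower in 1 (adjusted p = 7.27e-05, and adjusted p = 0.00958 with an estimated correlation). NF-kB cytokines were not called (4 higher and 4 lower of 19; adjusted p = 0.789), and CXCL8 was at 1.21 ± 0.215 CPM against 1.16 ± 0.249 in growing cells. Without palbociclib library 4 the count for irradiation was 10121 genes.

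Quiescent against growing cells asked what a reversible arrest in low serum changes. FMO2 rose from 0.36 ± 0.206 to 101.5 ± 8.66 CPM (8.13, SE 0.28), A2M from 0.933 ± 0.265 to 93.1 ± 11.7 CPM (6.64, SE 0.29) and the alcohol dehydrogenase ADH1B from 5.47 ± 1.52 to 205 ± 25.8 CPM (5.23, SE 0.30). CHRDL2, C7, the matrix protein ASPN, GUCY1A1, SHISA3, the non-coding RNA H19 and PZP rose by 5.18 to 6.41. SERPINB2, an inhibitor of plasminogen activators, fell from 11.7 ± 2.34 to 0.187 ± 0.047 CPM (−5.93, SE 0.23). NPTX1 fell from 624.1 ± 20.5 to 32.2 ± 2.95 CPM (19.4-fold lower) and the collagenase MMP1 from 457.8 ± 34.8 to 61.4 ± 5.6 CPM (−2.90, SE 0.13). EPHB1, WNT16, VGF, FOLR3, KRTAP2-3, PSG1 and PSG3 had log2 changes of −4.05 to −2.90.

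In quiescence 37 of 42 S phase genes (median −0.96) and 51 of 54 G2 and mitosis genes (median −1.01) fell and none rose (37 and 53 adjusted over the list alone, camera adjusted p = 1.88e-25 and 1.21e-33, and adjusted p = 0.000468 and 0.000183 with an estimated correlation). MKI67 went to 70.5 ± 12.7 and LMNB1 to 40.9 ± 3.37 CPM. All 14 measured serum-withdrawal and FOXO genes rose, also adjusted over the list alone, with FOXO1 at 1.97 (SE 0.34) (adjusted p = 6.57e-13, and adjusted p = 0.000245 with an estimated correlation). So did 20 of 23 matrix and contractile genes, with ELN at 3.01 (SE 0.27) and LUM at 2.68 (SE 0.10) (20 higher and 1 lower adjusted over the list alone, adjusted p = 2.7e-30, and adjusted p = 4.26e-05 with an estimated correlation). Glycolysis genes fell in 16 of 19 cases and only PFKFB3 rose (16 and 1 adjusted over the list alone). The kinase PDK1 (−1.55, SE 0.07) and the glucose carrier SLC2A1 (−1.18, SE 0.09) fell most (adjusted p = 1.82e-09, and adjusted p = 0.0335 with an estimated correlation). Ribosome biogenesis genes fell in 20 of 22 cases (21 adjusted over the list alone), with NOP16 at −0.83 (SE 0.07) (adjusted p = 1.2e-08, and adjusted p = 0.0167 with an estimated correlation).

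Splicing factors fell in 58 of 130 cases in quiescence and 3 rose (65 and 4 adjusted over the list alone), with SRPK1 (−0.83, SE 0.06) and SNRPA1 (−0.80, SE 0.11) among the falls and LUC7L (0.35, SE 0.08) and RBM39 (0.29, SE 0.05) among the rises. The median was −0.24, and camera called the list (adjusted p = 6.69e-06), but not with an estimated correlation (adjusted p = 0.0657). The hnRNP genes fell in 19 of 25 cases (21 with 1 rise adjusted over the list alone, adjusted p = 1.78e-05, and adjusted p = 0.0914 with an estimated correlation). Camera also called, but not with an estimated correlation, the p53 targets (12 of 25 higher, 5 lower), interferon-stimulated genes (10 of 22 higher, 1 lower), ERK targets (3 higher and 6 lower of 18) and cholesterol genes (3 higher and 13 lower of 19). These had camera adjusted p = 0.00508, 0.0375, 0.0291 and 0.0157 (adjusted p = 0.153, 0.579, 0.123 and 0.234 with an estimated correlation). Epithelial markers were called with both (adjusted p = 0.00284, and adjusted p = 0.0335 with an estimated correlation), with KRT8 higher (0.30, SE 0.09) and KRT19 and CLDN4 lower (−2.08, SE 0.10, and −2.37, SE 0.15). SASP proteases and growth factors were not called (12 of 23 higher, 9 lower, adjusted p = 0.973). The plasminogen activator PLAT rose by 1.68 while STC1 and MMP1 fell. Without palbociclib library 4 the count for quiescence was 10654 genes.

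Uninduced ER:RAS against growing IMR90 cells shows the background on which RAS was induced. Only 71 genes differed (36 higher, 35 lower), led by the introduced construct: ESR1, at 0.059 ± 0.0636 against 32.4 ± 4.03 CPM, and HRAS, from 48.3 ± 3.21 to 429 ± 18.5 CPM (3.15, SE 0.07). On induction ESR1 reached 84.6 ± 2.01 CPM (1.39, SE 0.21). Small falls were seen in the adhesion scaffold NEDD9 (−0.89, SE 0.11), OLR1 (−0.73, SE 0.09), GOLGA4, NFKBIZ and SIK1, and PLEKHG1 rose by 1.19 (SE 0.25) alongside 2 processed pseudogenes, RPS10P5 and PSMA6P2. Of the 26 panel genes only HRAS was called, and no splicing factor or cell cycle gene was (for the splicing factors, camera adjusted p = 0.255). Camera called the mitochondrial mRNAs, cholesterol genes, NF-kB cytokines and lysosomal genes (adjusted p = 0.000123, 0.000331, 0.00135 and 0.00139), none with an estimated correlation (adjusted p = 0.248, 0.248, 0.241 and 0.467). The count depended on single libraries. It was 857 without palbociclib library 4, 299 without uninduced library 1, 41 and 40 without uninduced libraries 2 and 4, 30, 33, 34 and 44 without growing libraries 1 to 4 and 26 without uninduced libraries 3 and 4. DESeq2 called 254, 38.6% of them higher.

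RAS was then set against the mean of the other 4 inducers as a difference of effects, which changed in 6582 genes (3442 higher, 3140 lower). CXCL1 (9.09, SE 0.55), TNFSF15 (8.70, SE 0.59) and IL1B (8.56, SE 0.53) rose more with RAS, as did CSF3 and LCE1F, whose fitted values rest on a few counts. GMNC (−5.47, SE 0.56), TM4SF4 (−5.31, SE 0.55), MALL (−3.90, SE 0.19), the oxytocin receptor OXTR (−3.89, SE 0.16) and CEMIP (−3.77, SE 0.31) were lower with RAS relative to the others. NF-kB cytokines (18 of 19 higher), SASP proteases and growth factors (18 of 23 higher, 3 lower) and ERK targets (14 of 18 higher, 1 lower) differed with either correlation (adjusted p = 1.73e-33, 2.27e-33 and 1.05e-20, and adjusted p = 6.19e-08, 6.37e-08 and 2.08e-07 with an estimated correlation). Adjusted over the list alone these counts were the same, but for 2 lower ERK targets. Of the 22 ribosome biogenesis genes 15 were higher relative to the other inducers (17 adjusted over the list alone), which held only without an estimated correlation (adjusted p = 3.62e-05, and adjusted p = 0.102 with an estimated correlation).

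Genes of G2 and mitosis fell less with RAS than with the mean of the others. The difference was positive for 47 of 54 G2 and mitosis genes and negative for 1 (49 and 1 adjusted over the list alone), with a median of 1.36 (adjusted p = 2.48e-46, and adjusted p = 1.22e-05 with an estimated correlation). For MKI67 it was 3.40 (SE 0.24) and for LMNB1 2.63 (SE 0.18). The S phase genes had 23 of 42 positive (26 adjusted over the list alone, adjusted p = 3.68e-06, and adjusted p = 0.139 with an estimated correlation). Against single inducers, 26 were positive for doxorubicin, 30 for etoposide and 13 for palbociclib, with 0, 0 and 2 negative. With an estimated correlation camera gave adjusted p = 0.0426, 0.0191 and 0.368. For irradiation 11 were positive and 2 negative, and camera did not call the S phase list (adjusted p = 0.0574). The median G2 and mitosis gene was left at 25.1% of its control level with RAS, 7.46% with doxorubicin, 7.85% with etoposide, 11.7% with palbociclib, 12.7% with irradiation and 49.6% in quiescence.

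Splicing factors fell less with RAS as well: 34 of 130 had a positive difference and none a negative one, also adjusted over the list alone, with a median of 0.17 and camera adjusted p = 0.00516 (adjusted p = 0.277 with an estimated correlation). The hnRNP genes had 14 of 25 positive (adjusted p = 0.00311, and adjusted p = 0.277 with an estimated correlation). SRSF1 had a difference of 0.29 (SE 0.06), DHX15 of 0.40 (SE 0.10) and CWC22 of 0.46 (SE 0.14), while for SF3B1 it was 0.42 (SE 0.18, adjusted p = 0.0684). Against each inducer alone the camera adjusted p was 0.00558 for doxorubicin (28 positive, 0 negative), 0.00348 for etoposide (35 and 1), 0.00423 for palbociclib (52 and 3) and 0.016 for irradiation (33 and 1). The values were adjusted p = 0.292, 0.26, 0.257 and 0.427 with an estimated correlation. Against quiescence there was no call (17 positive, 18 negative; adjusted p = 0.869). With a filter of 10 CPM the 4 inducer calls ended (adjusted p = 0.402, 0.284, 0.239 and 0.299), and with a correction for transcript length those against doxorubicin and irradiation did (adjusted p = 0.0554 and 0.0575).

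**Figure D4:**
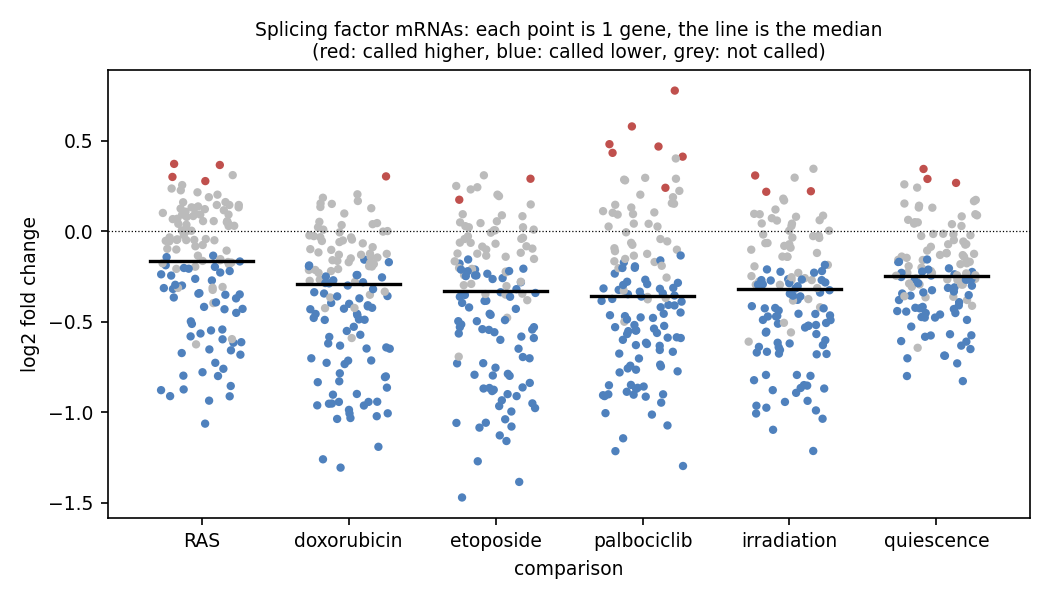
Log2 fold change of the 130 splicing factor genes in each comparison, 1 point per gene and a line at the median; red points rose and blue points fell at an adjusted p below 0.05. Medians run from −0.16 with RAS to −0.36 with palbociclib.

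The mean of doxorubicin, etoposide, palbociclib and irradiation was compared with quiescence. This uses no growing library, but the quiescent cells also differed in serum (0.5% against 10%). In all 10775 genes differed (5468 higher, 5307 lower). SERPINB2 was higher in senescent cells by 6.88 (SE 0.21), KISS1 by 6.26 (SE 0.42), GMNC by 5.68 (SE 0.46), TM4SF4 by 4.99 and KRTAP2-4 by 4.92, and MMP3 by 4.81 (SE 0.16). FMO2 (−7.12, SE 0.15), ADH1B (−6.09, SE 0.19), the collagen gene COL15A1 (−5.41, SE 0.13), ADH1A and FGF10 were lower. The G2 and mitosis genes (49 of 54 lower, 2 higher, median −2.31), S phase genes (37 of 42 lower, 2 higher), matrix and contractile genes (15 of 23 lower, 5 higher) and FOXO genes (11 of 14 lower, 1 higher) were lower as lists. SASP proteases and growth factors (15 of 23 higher, 6 lower) and histones (6 of 8 higher) were higher. All 6 calls held (adjusted p = 1.64e-07, 0.000752, 0.00927, 0.00764, 0.00167 and 0.0426 with an estimated correlation), and adjusted over the list alone the SASP list had 16 higher and the histones 7. Splicing factors had 53 of 130 lower and 17 higher (54 and 17 adjusted over the list alone, adjusted p = 0.022, and adjusted p = 0.429 with an estimated correlation). The hnRNP genes had 20 of 25 lower and 2 higher (adjusted p = 8.34e-08, and adjusted p = 0.0426 with an estimated correlation). Inducer by inducer against quiescence, the splicing factors were lower with doxorubicin, etoposide, palbociclib and irradiation (camera adjusted p = 0.0352, 0.0224, 0.00157 and 0.00695, and adjusted p = 0.373, 0.36, 0.232 and 0.311 with an estimated correlation). With a filter of 10 CPM 7131 genes differed.

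Palbociclib was compared with the mean of the 3 DNA-damaging treatments to set a block without damage against arrest with damage. In all 6466 genes differed (3895 higher, 2571 lower, 60.2% higher, but 38.3% when only library size was used). ADH1B (3.85, SE 0.23), FMO2 (3.22, SE 0.22), COL15A1 (3.21, SE 0.15), ELN (3.11, SE 0.19) and CEMIP (2.57, SE 0.17) were higher with palbociclib. The lipase LIPG (−2.28, SE 0.17), INPP5D (−2.16, SE 0.25), the differentiation inhibitor ID1 (−2.11, SE 0.16), SULF2 (−2.05, SE 0.13) and SLC6A15 (−1.94, SE 0.08) were lower. None of 25 p53 targets was higher and 21 were lower (22 adjusted over the list alone; adjusted p = 7.4e-05 with an estimated correlation), with CDKN1A at −0.85 (SE 0.05) and GDF15 at −1.07 (SE 0.09). Interferon-stimulated genes were higher in 21 of 22 cases, also adjusted over the list alone (median 1.39; adjusted p = 0.0031 with an estimated correlation), matrix and contractile genes in 20 of 23 with 1 lower (adjusted p = 7.4e-05 with an estimated correlation). ERK targets were lower in 12 of 18 cases (14 adjusted over the list alone) and cholesterol genes in 16 of 19 (adjusted p = 5.92e-05 and 0.0031 with an estimated correlation). Splicing factors were not called, with 15 higher and 27 lower of 130, a median of 0.03 and a test that pointed down (adjusted p = 0.455). The count was 3849 when only these groups were fitted.

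Doxorubicin and etoposide, used at different doses and exposure times, differed in 189 genes (65 higher and 124 lower with doxorubicin). FGL2 (−1.13, SE 0.18), the matrix genes TNXB (−1.13, SE 0.26) and COMP (−1.08, SE 0.22), APOD (−1.09, SE 0.20) and C11orf96 (−1.02, SE 0.23) were lower with doxorubicin. The lipoprotein receptor LRP1B (1.07, SE 0.25), RRAGD and the pseudogenes TMSB4XP2, ERHP1 and MYL6P5 were higher. CDKN1A was at 1208 ± 30.7 CPM with doxorubicin and 1644 ± 74.1 CPM with etoposide (−0.45, SE 0.05, adjusted p = 1.54e-05), and GDF15 at 102 ± 2.99 and 156 ± 13.6 CPM (−0.61, SE 0.10). As lists the p53 targets (5 lower of 25, 8 adjusted over the list alone), SASP proteases and growth factors (6 lower of 23, 10 adjusted over the list alone), NF-kB cytokines (0 called of 19, 2 lower adjusted over the list alone) and ERK targets (2 lower of 18, 4 adjusted over the list alone) were lower with doxorubicin (adjusted p = 0.00214, 0.000119, 0.0035 and 0.00587 with an estimated correlation). No splicing factor was called (median 0.00; adjusted p = 0.727). The count changed with the libraries fitted. It was 1310 without palbociclib library 4 and 2983 when only these groups were fitted, but 90, 102, 95 and 117 without doxorubicin libraries 1 to 4 and 72, 90 and 123 without etoposide libraries 1, 2 and 4.

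The gene sets moved by different inducers overlapped. Doxorubicin and etoposide shared 3740 higher and 3510 lower genes, where independent lists would share 950 and 818, and 1 gene went opposite ways. Across genes their changes correlated with r = 0.94 (genes are not independent replicates). Palbociclib and irradiation shared 2966 higher and 2948 lower genes (927 and 716 for independent lists). These pairs use the same growing libraries, so the 4 were also divided 2 and 2. Doxorubicin and etoposide then shared 5464 genes (556 higher and 543 lower for independent lists) with a covariance of 0.71 against 0.72 before. Palbociclib and irradiation shared 4361 genes (513 and 464). In 20 simulations of unchanged groups with shared controls 0.125 genes were called per comparison on average, so that none could be expected to overlap and none did, and r was 0.51 at a covariance of 0.03. RAS shares no library with the others. It shared 2080 higher and 2296 lower genes with doxorubicin (903 and 825 for independent lists), and 1417 and 1694 with quiescence (784 and 840). In all 5 senescence comparisons 1075 genes were higher and 1489 lower (8.78 and 5.79 for independent lists). The growing libraries are shared by 4 of the 5, which independent lists do not allow for, and no split was made for this count. In quiescence, which also uses those libraries, 516 of the higher and 941 of the lower genes went the same way, and 138 and 79 the opposite way.

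**Figure D5:**
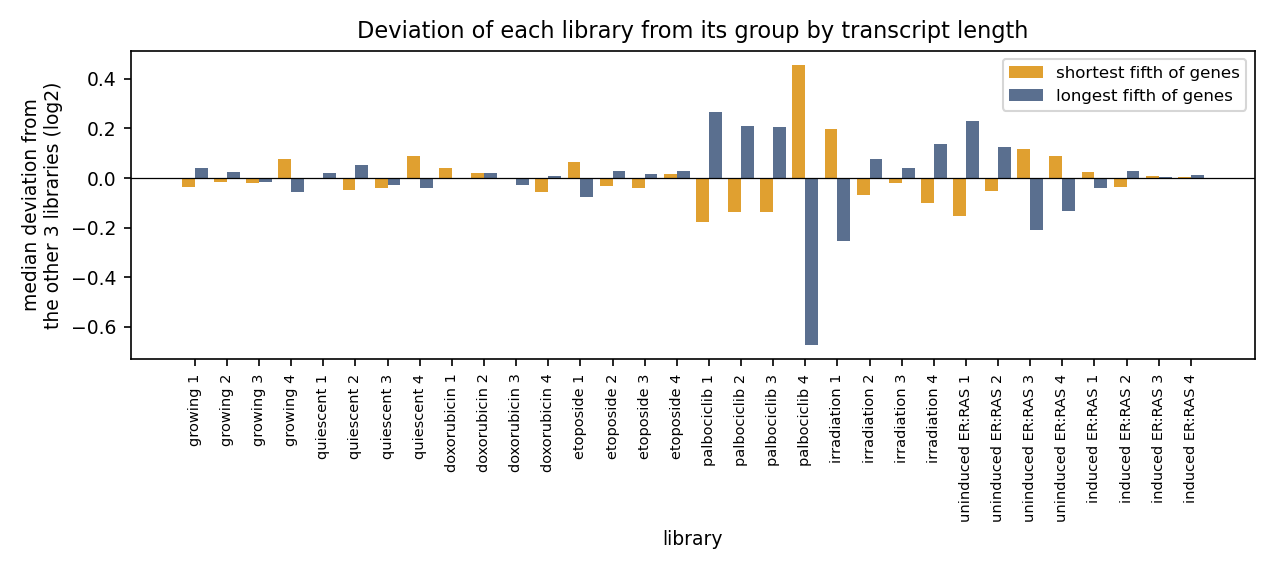
Median deviation (log2) of the shortest and longest 20% of 9458 well-expressed genes from the other 3 libraries of the group, for each library. Palbociclib 4, irradiated 1 and uninduced ER:RAS 3 and 4 have the widest excess of short over long genes, 1.13, 0.45, 0.33 and 0.22.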

Values the study reported

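For cells with RAS against vector controls, another control than the uninduced cells used here, the study compared changes in nuclear protein and in mRNA. Its Pearson correlation had p < 0.001 for proteins in general and p = 0.95 for splicing factors. The protein was collected on an earlier day than the RNA. Most splicing factors raised as protein showed, in the study, no significant change or a fall in mRNA.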

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

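The tests of transcript length in 4 libraries, of the position of palbociclib library 4 between groups and of uninduced cells in the RAS cultures were chosen only after the result was seen, as was the length offset itself.

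Single libraries were set against their 3 mates for panel genes and library measures, and 25 of 232 groups held a library far from the rest, where chance flags about 1 in 20 groups (11.6 here). Palbociclib library 4 accounted for 12 of them. It had 5.19% mitochondrial counts (mates 3.35 to 3.63%) and 3.58% processed pseudogene counts (2.53 to 2.59%). Its CPM was higher for CDKN2A (139 against 53 to 56.7), GDF15 (58.1 against 40.4 to 41.8) and SNU13 (138 against 101 to 106). It was lower for SERPINE1 (720.3 against 1359 to 1457), RELA (50.5 against 81.9 to 86.8), SF3B1 (163 against 337 to 361), XAB2 (24.6 against 36.6 to 37.5), PUF60 (68.9 against 103 to 107), DHX15 (99.4 against 142 to 151) and SUPT5H (92.6 against 146 to 155). Irradiated library 1 had HRAS at 48.5 CPM (41.9 to 42.7 in its mates), RELA at 74.8 (81.1 to 81.9), SNU13 at 126 (104 to 106) and CHD4 at 171 CPM (225 to 228).

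The remaining cases were spread over other groups. They were growing library 4 for IL1A (0.0841 CPM, mates 0.0572 to 0.0617) and SERPINE1 (786 CPM, 678 to 692), and quiescent library 3 for RBM39 (235 CPM, 225 to 226) and PUF60 (83.7 CPM, 90.3 to 90.7). Doxorubicin library 2 stood out for CXCL8 (7.44 CPM, 6.40 to 6.54), doxorubicin library 4 for GDF15 (97.8 CPM, 103 to 104) and etoposide library 4 for mitochondrial counts (3.73%, 4.21 to 4.28%). Uninduced library 4 did so for SF3B4 (86.1 CPM, 77.4 to 78.5) and induced library 2 for BHLHE40 (106.5 CPM, 96.2 to 96.8).

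Palbociclib 4, irradiated 1 and uninduced ER:RAS 3 and 4 deviated from their mates along a common axis. Across genes, which are not independent replicates, the deviation of palbociclib 4 correlated with that of irradiated 1 at r = 0.745 and with the difference of uninduced 3 and 4 from 1 and 2 at 0.623, and irradiated 1 with the latter at 0.815. The first measure, the rank correlation of the deviation with transcript length, parted them barely (weakest −0.451, against −0.448 in the other 28). After that was seen it was replaced by the excess of the shortest over the longest 20% of genes, whose smallest value among the 4 was 0.221 against at most 0.144 in the other 28. A length bias, as from RNA quality or library preparation, is therefore consistent with the deviation, but the labels give no batch, and no biological explanation was tested.

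A wrong label of palbociclib library 4 was tested in advance and stays open. After the trend with length was removed it correlated at 0.171 with its mates and at 0.291 with the irradiated mean, the value a mislabelled library would give, though that mean holds irradiated library 1, which deviates along the same axis. A later test placed it at 0.705 or above on the axis from each other group to its mates, where 0 is the other group and 1 the mates, and at 0.824 from irradiated cells, on 31 genes only. The tests disagree, so the label may or may not be right, and the palbociclib values hold this library except where it is said to be left out.

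RAS differed from the mean of the other inducers in 6582 genes, and the splicing factors differed from doxorubicin, etoposide, palbociclib and irradiation at camera adjusted p = 0.00558, 0.00348, 0.00423 and 0.016. With an offset for transcript length the median difference from the mean of the other inducers went from 0.168 to 0.135 log2 and the adjusted p was 0.0392, but the calls against doxorubicin and irradiation were lost (0.0554 and 0.0575). Of lists matched on expression and length 95% had medians between −0.035 and 0.129, and the real one lay at the 99.91st percentile of 10000. The offset argues against length as the whole source of the difference from the mean of the other inducers. The matched lists draw each gene independently and leave out the correlation among splicing factors. They place the real median beyond that of genes of like expression and length, but cannot decide whether expression class is the source. A smaller decline of splicing factor mRNAs with RAS stays a hypothesis, since a filter of 10 CPM ended the 4 calls (adjusted p = 0.239 to 0.402), as did an estimated correlation (0.257 to 0.427), and RAS was induced in another line than the rest.

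Genes of G2 and mitosis fell less with RAS, the median one being left at 25.1%. Length does not account for this, since the median difference was 1.359 log2 before and 1.315 with the offset (adjusted p = 6.58e-43). Cells unchanged from the uninduced state, mixed into the induced cultures, would leave every gene at least at their share. Outside the cell cycle lists 6 genes, KRT19 to KIT, were left at 6.44 to 12.5%, below 0.5 times the 25.1%, where up to 5 were taken to go with such cells and over 20 to go against them, so that count alone decides nothing. If the other cells fell as far as with the other inducers (at most 12.7% left), a share of 14.2% would be needed. Of 9789 genes 3 lay below that even when raised by 4 standard errors. This test and its bar, at least 3 genes, were both chosen after the first result was seen. The 3 genes go against such cells as the whole cause, but a bar chosen late and only just met cannot decide it. A smaller share as part of the cause, cells that responded to RAS without arrest, and a weaker fall in each cell stay open.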

How the results depend on the processing

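The length offset and the fits without palbociclib library 4 or without uninduced libraries 3 and 4 were chosen after the data were seen; the other alternatives were planned. No result changed direction while called. Of the alternative gene counts 205 stayed within 1.5 times the reported count and 43 did not. Of the alternative list test values 2162 kept their side of the threshold or their size, 78 lost the call, 69 gained it and 42 moved, and of the panel values 2895, 86, 55 and 74 did. Of the alternative counts of called list members 1671 stayed within 1.5 times the reported count and 177 did not. Without palbociclib library 4 alone, 88 of these counts moved and 220 did not. For each change below the cause was not tested, unless stated.

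A 2-fold minimum, which removes genes by construction, left 2689 genes with RAS, 2441 with doxorubicin, 2841 with etoposide, 2900 with palbociclib, 1753 with irradiation, 1923 in quiescence, 13 between the growing lines, 2282 for RAS against the other inducers, 2650 for senescence against quiescence, 918 for palbociclib against damage and 26 for doxorubicin against etoposide. At an adjusted p below 0.01 there were 24 between the lines, 3742 for palbociclib against damage and 55 for doxorubicin against etoposide. A filter of 10 CPM, which tests fewer genes, gave 6343 with palbociclib, 107 between the lines and 7131 for senescence against quiescence. No filter gave 45 between the lines and 73 for doxorubicin against etoposide. With only the groups compared, the counts were 4600 for palbociclib, 3849 for palbociclib against damage and 2983 for doxorubicin against etoposide. DESeq2 called 254 between the lines and 467 for doxorubicin against etoposide, and the length offset 112 and 312. Without palbociclib library 4 these were 857 and 1310, and without uninduced libraries 3 and 4 the lines differed in 26 genes.

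Leaving out 1 library at a time gave 8054 to 11939 genes with RAS, 7389 to 11263 with doxorubicin, 8337 to 12019 with etoposide, 8532 to 10261 with palbociclib, 6425 to 10121 with irradiation, 6752 to 10654 in quiescence, 30 to 857 between the lines, 5994 to 9536 for RAS against the other inducers, 9762 to 12888 for senescence against quiescence, 6061 to 7504 for palbociclib against damage and 72 to 1310 for doxorubicin against etoposide. All the highest values but that for palbociclib against damage came without palbociclib library 4. Between the lines 299 genes differed without uninduced library 1.

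The replicate number as a block gave counts within 1.5 times the reported ones in all 11 comparisons, from 52 between the lines to 10695 for senescence against quiescence. Libraries of the same number did not resemble each other more than others (mean correlation 0.00287 against −0.000354), and 9 of 32 correlated best with their own number.

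Splicing factors lost their call with an estimated correlation for RAS (adjusted p = 0.212), quiescence (0.0657) and RAS minus doxorubicin, etoposide, palbociclib and irradiation (0.292, 0.26, 0.257 and 0.427). With a filter of 10 CPM the differences gave 0.402, 0.284, 0.239 and 0.299, and with the length offset 0.0554 for doxorubicin and 0.0575 for irradiation. RAS minus quiescence was not called under any, with 0.984 by library size alone, 0.714 with no filter and 0.736 at 10 CPM. With 4 libraries per group, the smallest simulated changes were recovered in 22% of genes. The simulation called 133 genes and the real RAS comparison 8869, so the same adjusted p was a stricter threshold in the simulation. The 22% therefore does not measure how often small shifts of single splicing factors are missed. Such misses stay possible.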

Other observations

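The other splits of the libraries and the quiescence tests of irradiation minus etoposide and palbociclib minus doxorubicin were planned before their results were seen. The quiescence tests of the 3 other differences and the fits without palbociclib library 4 and irradiated library 1 were chosen after.

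Genes called both in quiescence and with an inducer went partly the same way. For RAS, which shares no library with quiescence, 3111 did so and 1468 went opposite ways. The other inducers share the growing libraries with it, so these were divided 2 and 2. Then 1892 genes went the same and 1191 opposite ways for doxorubicin, 2072 and 1230 for etoposide, 2818 and 572 for palbociclib and 2590 and 450 for irradiation. The median S phase gene was left at 30.2% with RAS, 22.2% with doxorubicin, 19.1% with etoposide, 28.4% with palbociclib, 26.2% with irradiation and 51.5% in quiescence. In palbociclib library 4 the deviation from its mates had a median of 2.47 over 18 mitochondrial tRNA genes, 0.73 over 2479 long non-coding RNA genes, −0.13 over 14379 protein-coding genes and −0.57 over 2395 processed pseudogenes.

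Irradiation and palbociclib may differ from the topoisomerase drugs by a shift shared with quiescence, which was tested between groups that share no library. Irradiation minus etoposide (5265 genes) correlated with quiescent minus growing at r = 0.201 across genes, irradiation minus doxorubicin (4467 genes) at r = 0.275, palbociclib minus doxorubicin (6695 genes) at r = 0.321 and palbociclib minus etoposide (6588 genes) at r = 0.26. The bar was 0.2, set in advance for the 2 planned ones, and genes are not independent replicates. Of genes called in both, 75.5%, 82.3%, 81.5% and 75.9% went the same way. Without irradiated library 1 and palbociclib library 4 the values were 0.184, 0.261, 0.306 and 0.24, so the first lay close to the bar on either side, and the first 2 differences then held 8473 and 7252 genes. Palbociclib minus irradiation gave 0.0804. A common shift by low growth rather than by low serum could give the same values and was not tested.

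In each comparison the real split gave the most genes (1 of 35 splits with 4 libraries against 4, or 1 of 40 drawn for the comparisons of more groups). These are the smallest shares possible and 11 comparisons were made, so a chance result is not excluded for any single comparison. The size of each count is not tested by this, because a mixed split turns real differences into spread and then often calls no gene. These fits used only the groups compared. The real and the highest other counts were 10234 and 0 for RAS, 11704 and 0 for doxorubicin, 12082 and 0 for etoposide, 4600 and 0 for palbociclib, 9299 and 0 for irradiation, 11281 and 0 for quiescence, 58 and 5 between the lines and 2983 and 0 for doxorubicin against etoposide. They were 6203 and 3756 for RAS against the other inducers, 9812 and 1338 for senescence against quiescence and 3849 and 1352 for palbociclib against damage, where a drawn split can keep part of the real groups together.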
